A study of Mus musculus with 20 samples. Its data were reported in "The H2A.Z and NuRD associated protein HMG20A controls early head and heart developmental transcription programs" (2023).

How the data were processed

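Messenger RNA of mouse embryonic stem cells was sequenced in 20 libraries, 2 for each of 10 groups. The groups were wild-type (WT) V6.5 cells and *Hmg20a*-depleted (DP) cells of 1 edited clone, sampled at Day0, Day2, Day4, Day6 and Day7.5 of differentiation into cardiomyocytes. Groups and replicate numbers came from the sample labels. The authors deposited raw read counts per gene symbol, 1 table per library. According to the study's methods and the submitters' processing notes, reads were trimmed with Trim Galore (version listed as 1.18) and aligned to the mm9 mouse genome with HISAT2 2.2.1, with intron lengths limited to 30 to 3000 bp. Reads were then counted over the genes of an mm9 annotation with summarizeOverlaps of the GenomicAlignments package, and the authors tested the counts with DESeq2 1.28.1. The intron limit keeps reads that cross longer introns from being aligned across them, so genes with long introns may be counted too low, in both genotypes alike. The strand setting of the counting is not given in the sources used here, so reads of a gene and of its antisense partner (*Igf2* and *Igf2os*, *Plet1* and *Plet1os*) could not be told apart. The labels name polyA RNA while the extraction text names a ribosomal RNA removal kit, and which of these was used was left open. The study's reporting summary speaks in general of repeated experiments and of independent replicates, but no source says whether the 2 libraries of a group came from separate cultures. Every p-value of a test between groups of libraries therefore measures only the spread between these samples, which may be technical.

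The tables held 24391 gene symbols, of which 3164 had no read in any library, and 0 had no name. Total counts ran from 14075821 to 19857137 per library. Counts were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest), TMM scaling and filterByExpr (minimum count 10), which kept 16645 genes with 99.975% of the reads. All 20 libraries entered 1 fit with 10 group means and no covariate, so that every group shared the estimate of the spread, with 10 residual degrees of freedom. The common dispersion was 0.02222, a biological coefficient of variation of 14.91%. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1, the threshold the study gives for its bar plot. Its methods also give 2, which was tried as an alternative. The words higher, lower, rose and fell refer to called genes unless values alone are given. CPM values are counts scaled to TMM-adjusted library sizes in M counts, as mean ± SD of 2 libraries, and log2 values used a prior count of 2. Log2 fold changes rest on 2 libraries per group. Their standard error (SE) is the absolute log2 fold change divided by the square root of the F statistic of the test, an approximation. Beside counts of 0 over a group, a fold was computed against a floor of 3 counts over the group and written as a lower bound. Floors and intervals cover counting error only. With 2 libraries against 2, an exact test of a single value cannot go below p = 0.333, so no such tests were run. Of the genes with 100 or more counts in all, 87 had the same counts as at least 1 other gene in every library, among them *Hba-a1* and *Hba-a2*, so their reads could not be told apart.

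The comparisons were DP against WT at each of the 5 days, the steps between neighbouring days within each genotype, the interaction of genotype with each step, DP at Day7.5 against WT at Day6, DP at Day6 against WT at Day4, and the genotype effect averaged over the days. Fixed gene lists (32) were tested with camera of limma 3.58.1 on voom values of the same design, 2-sided, with a preset correlation between genes of 0.01, adjusted over the lists within a comparison. A list needed at least 5 tested members, and 7 list symbols were absent from the tables. Each list was also tested with an estimated correlation and with fry, whose p-value asks whether the genes of a list move on balance one way and does not compare them with other genes. The lists covered naive, general, and formative and primed pluripotency, primitive streak and early mesoderm, cardiac transcription factors, sarcomere and contraction, cardiac calcium handling and ion channels, smooth muscle, EMT and mesenchyme, epithelium, extracellular matrix, neural crest, neural progenitors and neurons, neuronal targets of REST and CoREST, visceral endoderm, definitive and gut endoderm, blood and endothelium, skeletal muscle and paraxial mesoderm, trophoblast, HOX genes, germline genes, 2-cell-like genes, imprinted genes, members of the NuRD, CoREST and PRTH complexes, cell cycle, p53 targets, hypoxia and glycolysis, the integrated stress response, targets of WNT, of BMP and TGF-beta, and of FGF and ERK signalling, and replication-dependent histones. The stage position of DP along a WT step took the 1000 genes with the largest difference between WT libraries of 1 replicate number as the axis. The slope of a DP library on this axis, from the earlier WT library of the other number, was divided by the slope of the later WT library of that number, so that 0 is the earlier and 1 the later WT day. Principal components used the 500 most variable genes. Chance for comparisons that shared libraries was simulated by redrawing all groups compared with no genotype effect and refitting both comparisons (20 simulations), beside the overlap of independent lists.

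Genes were named by a fixed rule. It took *Hmg20a*, per day the 6 higher and 6 lower called genes with the largest fold, a mean of at least 50 counts in the 4 libraries and no overlap between the genotypes, and per list and day up to 4 called members with the smallest adjusted p. It further took *Tbx5*, *Mef2c* and *Acta2* (named by the study as cardiac markers), up to 10 genes called alike at all 5 days, 4 genes per direction in each WT step, and the 5 genes with the smallest adjusted p in each interaction. Predicted genes, clone names and small RNAs were passed over except as list members. Gene positions were taken from the GENCODE M1 annotation of mm9 by symbol (20641) or by a synonym listed in RefSeq (1412), 22053 symbols in all (90.4%). Another 199 had more than 1 place and 2139 none.

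The samples, tests, lists, naming rule and main alternatives were fixed before the data were examined. The alternatives were RLE factors, no low-count filter, a block for the replicate number, DESeq2 1.42.0, a fit to the 4 libraries of a day, other fold thresholds, other gene numbers for the stage position, and each library left out in turn, where the lone library is assumed to vary like the other groups. Chosen after the data were seen were the counts without the run of genes on chromosome 9, the bounds of that run, its scan in windows of 25 genes and its expression filter, 1 gene kept per set of identical counts, the correlation with no shared library, the overlap of days without that run, and the bounds of several tests in the closing part. Relabelling within days was planned with 100 draws, and 50 were run. The scripts were tested on simulated counts with 100 genes changed at each fold. At Day7.5 (16489 of the simulated genes passed the filter), 23% of 2-fold and 71% of 4-fold changes were called, and 6% of the calls were false. At Day0 (16494 genes passed), the shares were 36% and 78%, and 0.87% of the calls were false. With 1 of the 32 lists shifted, that list was found, and 1 unshifted list was also called.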

Results

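Gene expression was measured by RNA sequencing during differentiation of mouse embryonic stem cells (mESCs, V6.5 line) into beating cardiomyocytes through embryoid bodies. WT cells and 1 *Hmg20a* DP clone were sampled as naive cells (Day0), primed cells (Day2), embryoid bodies (Day4 and Day6) and cardiomyocytes (Day7.5), with 2 libraries per genotype and day. Libraries held 16.5 ± 1.15 M counts in WT and 17.2 ± 1.65 M in DP (SD, n = 10 each), between 14075821 and 19857137. A read was found for 17360.3 ± 470 genes per WT library and 17882 ± 326 per DP library. In every group the 2 libraries differed by more than sampling noise. Over genes with reads, the chi-square per degree of freedom between replicates was 35.6 in WT and 22.3 in DP at Day0, 2.05 and 8.61 at Day2, 9.21 and 2.31 at Day4, 12.3 and 15.6 at Day6, and 3.40 and 35.8 at Day7.5. The widest pairs were thus WT at Day0 and DP at Day7.5.

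*Hmg20a* encodes an HMG-box protein of the BHC/CoREST and NuRD complexes and lies on the plus strand of chromosome 9 (mm9, 56266451 to 56344691). The edit put a terminator cassette behind the first ATG. Its transcript stood at 37.5 ± 9.77, 28.7 ± 0.562, 35.8 ± 1.46, 52.6 ± 1.85 and 58.5 ± 0.206 CPM in WT at Day0, Day2, Day4, Day6 and Day7.5 (SD, n = 2). In DP it stood at 0.796 ± 0.0414, 0.756 ± 0.154, 0.581 ± 0.0107, 1.03 ± 0.0437 and 0.993 ± 0.410 CPM, which was 2.12%, 2.63%, 1.62%, 1.96% and 1.70% of WT. Each WT library had 398 to 1057 reads of the gene and each DP library 10 to 24. The log2 fold change was −5.54 ± 0.24, −5.25 ± 0.25, −5.93 ± 0.25, −5.66 ± 0.23 and −5.84 ± 0.24 (SE, adjusted p of the edgeR test 6.7e-09, 1.9e-08, 1.5e-09, 1.6e-09 and 2.1e-09). All 20 libraries thus carried the genotype of their label.

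**Figure D1:**
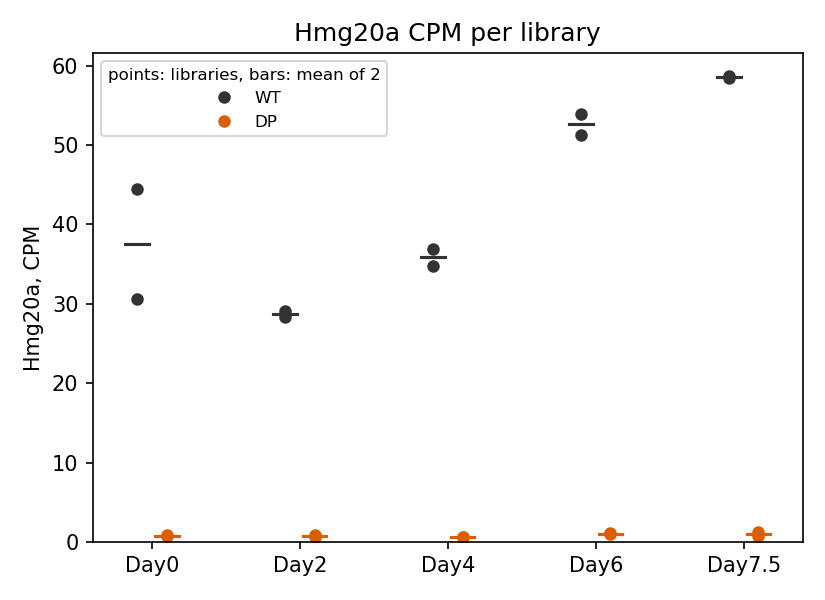
*Hmg20a* transcript level (CPM, y axis) per library at each day (x axis), with WT in black and *Hmg20a* DP in orange, points for libraries and bars for the mean of 2. The WT means lay between 28.7 and 58.5 CPM and the DP means between 0.581 and 1.03 CPM.

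The steps between days in WT cells showed the course of differentiation. From Day0 to Day2, 2514 genes rose and 1688 fell. *Cfh* fell from 24.2 ± 9.74 to 0.165 ± 0.0266 CPM, and *Car4* went from 0 to 29.1 ± 1.36 CPM (SD, n = 2). Of 15 tested genes of formative and primed pluripotency 13 rose (camera adjusted p = 1.2e-05, 0.46 with an estimated correlation). From Day2 to Day4, 1408 genes rose and 1804 fell, among them *Aire* (log2 −5.98 ± 0.44) and *Inhbb* (−5.20 ± 0.53), which encodes an activin subunit. From Day4 to Day6, 2111 rose and 1444 fell. The embryonic globins appeared, with *Hbb-bh1* going from 0.0617 ± 0.0872 to 567 ± 74.7 CPM. All 20 genes of EMT and mesenchyme, 19 of 23 of blood and endothelium, 23 of 26 HOX genes and 16 of 20 cardiac transcription factors rose (adjusted p = 1e-13, 2.7e-10, 1.8e-10 and 5.5e-07, and in that order 0.11, 0.13, 0.11 and 0.14 with an estimated correlation). From Day6 to Day7.5, 1771 rose and 580 fell. *Gja5*, a connexin of the conduction system, rose by log2 7.35 ± 0.52, *Asb2* by 7.16 ± 0.69, and *Mesp1*, a transcription factor of the earliest cardiac mesoderm, fell by 5.63 ± 0.83. All 25 tested sarcomere genes rose (adjusted p = 2.5e-24, and 0.026 with an estimated correlation), as did 12 of 14 smooth muscle genes (0.023 with an estimated correlation). In called genes the WT steps thus ran from formative and primed pluripotency through blood and mesenchyme to sarcomere genes. DP cells were compared with this course at each day.

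The number of genes called between DP and WT cells was asked at each day. It was 138 at Day0 (105 higher and 33 lower in DP), 1235 at Day2 (774 and 461), 797 at Day4 (685 and 112), 1777 at Day6 (1204 and 573) and 1904 at Day7.5 (995 and 909). Higher genes outnumbered lower ones at each day, but at Day7.5 their share was 46.5% without WT replicate 1, 48.8% without DP replicate 1 and 42.2% in a fit to only that day's 4 libraries. In all, 3911 genes were called at 1 or more days. Without a fold threshold, 2824 genes passed at Day2, 1442 at Day4, 3284 at Day6 and 3661 at Day7.5. At an absolute log2 fold change above 2 the counts were 45, 446, 388, 792 and 957. The counts changed when single libraries were left out. Leaving out any library also costs power, so a lower count or a lost call does not by itself mark that library as divergent. At Day0 the count was 319 without WT replicate 1, 67 without WT replicate 2 and 63 without DP replicate 2. At Day2 it was 622 and 654 without WT replicate 1 or 2, and 809 and 674 without DP replicate 1 or 2. At Day4 it was 341 without WT replicate 1, and 389 and 453 without DP replicate 1 or 2. At Day6 it was 752 without WT replicate 1 and 725 without DP replicate 2. At Day7.5 it was 953 and 961 without WT replicate 1 or 2 and 744 without DP replicate 2. A fit to only the 4 libraries of a day called only *Hmg20a* at Day0, 1074 at Day6 and 1185 at Day7.5. DESeq2 called 210 genes at Day0. At Day0, 1996 genes had an unadjusted p below 0.05 in edgeR.

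**Figure D2:**
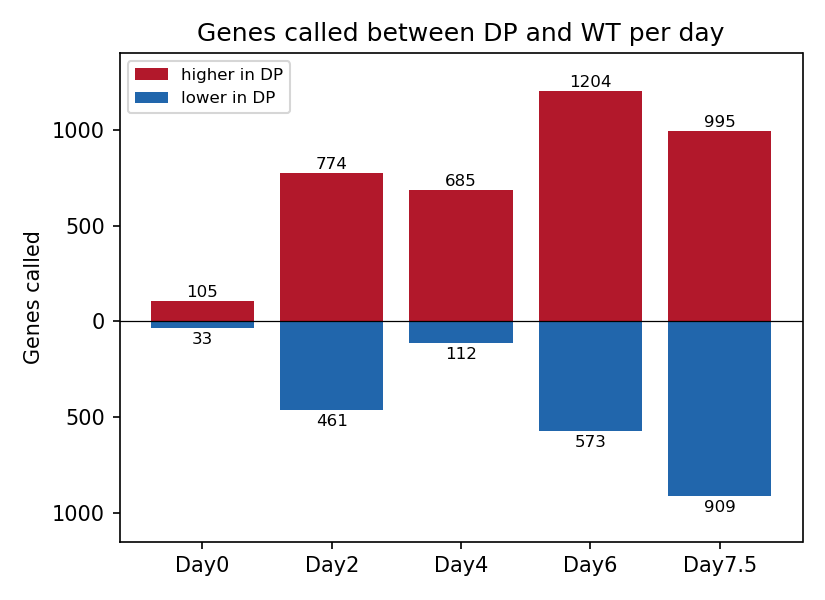
Genes called between *Hmg20a* DP and WT cells at each day (x axis), as numbers of genes (y axis) higher in DP (red, upward) and lower in DP (blue, downward). Counts of higher genes ran from 105 at Day0 to 1204 at Day6, and counts of lower genes from 33 at Day0 to 909 at Day7.5.

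At Day0 the comparison asked how the naive cells differed before differentiation began. Of 25 imprinted genes 4 rose, 0 fell and 21 were not called (4 adjusted over the list alone, camera adjusted p = 0.00085, 0.78 with an estimated correlation, and not called by fry). *Grb10*, an adaptor that restrains growth factor receptors, rose from 32.0 ± 4.86 to 86.9 ± 18.1 CPM (log2 1.44 ± 0.19, adjusted p = 0.001). *Ndn* (1.43 ± 0.21) and *Phlda2* (1.25 ± 0.19) also rose. *Magel2* had 0 counts in WT and 19 in DP, at least 5.51-fold higher, and lost its call without WT replicate 1 (adjusted p = 0.061), WT replicate 2 (0.14) or DP replicate 2 (0.12). The pluripotency lists were not called, with medians of 0.05 for 16 naive genes (0 called) and 0.02 for 15 general genes (1 higher, *Lin28b*). *Nanog* stood at 808 CPM in WT and 756 CPM in DP. *Otx2*, a transcription factor of the primed state, fell from 16.6 ± 8.88 to 4.08 ± 1.46 CPM (−2.05 ± 0.34, adjusted p = 0.0062). *Tex13*, a testis gene on the X chromosome, rose from 0.58 ± 0.334 to 9.13 ± 2.18 CPM (3.94 ± 0.62, adjusted p = 0.0073). Of the 22 genes of the extracellular matrix, 2 rose (4 adjusted over the list alone), namely *Fbln2* (2.40 ± 0.45) and the basement membrane collagen *Col4a1* (1.23 ± 0.24). *Otx2* was no longer called without DP replicate 2 (−1.70, adjusted p = 0.11), *Tex13* without WT replicate 2 (3.47, 0.072) and *Fbln2* without DP replicate 2 (1.97, 0.15). *Col4a1* lost its call without DP replicate 1 (1.19, 0.065), DP replicate 2 (1.27, 0.094) or WT replicate 2 (0.77, 0.087).

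By camera, 8 of the 32 lists were called at Day0. The imprinted (adjusted p = 0.00085) and extracellular matrix (0.011) lists were shifted up, as were germline genes (0.026, 1 of 19 called), 2-cell-like genes (0.026, 0 of 12 called, median 2.51 and 2.33 with zero groups at their bound) and p53 targets (0.0071, 0 of 20). The HOX (0.0011, 0 of 26), cell cycle (4.8e-05, 0 of 21) and integrated stress response (4.8e-05, 0 of 19) lists were shifted down, with medians of −0.69, −0.12 and −0.24. No list was called with an estimated correlation (adjusted p = 0.78 for imprinted genes, HOX and the stress response, 0.68 for the cell cycle and 0.97 for the other 4), and fry called 0. In 3 of these lists the libraries overlapped in mean log2 CPM. The stress response stood at 6.34 and 6.16 in WT and 6.35 and 5.80 in DP, p53 targets at 5.42 and 5.52 in WT and 5.46 and 6.12 in DP, so that both shifts came from DP replicate 2. Germline genes stood at 3.06 and 2.61 in WT and 3.62 and 2.99 in DP. Of the 21 genes named by rule at Day0, both DP libraries lay on the same side of both WT libraries in 21. Only *Hmg20a*, *Grb10*, *Ndn* and *Phlda2* were called whichever of the 4 libraries was left out, while 17 lost their call without at least 1.

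At Day2 the same question was asked of primed cells. Some trophoblast genes and cardiac transcription factors were higher in DP. Of the latter, *Hand1* rose from 0.355 ± 0.192 to 19.7 ± 9.18 CPM (log2 5.73 ± 0.59, adjusted p = 2.9e-05), *Gata4* from 2.35 ± 0.812 to 33.9 ± 5.38 CPM (3.87 ± 0.28, 1e-06) and *Gata6* by 4.67 ± 0.47. *Tbx20* rose too (2.85 ± 0.37). Of the 20 genes of this list 6 rose, 0 fell and 14 were not called (7 adjusted over the list alone, camera adjusted p = 0.0049, 0.60 with an estimated correlation). *Hand1*, *Gata4* and *Gata6* also mark extraembryonic endoderm, amnion or trophoblast. Of 14 trophoblast genes 7 rose (7 adjusted over the list alone, adjusted p = 4.4e-05, 0.54 with an estimated correlation), including *Krt7* (4.67 ± 0.51), *Plac1* (3.88) and *Gata3* (2.63). The simple-epithelium keratin *Krt8* rose from 11.4 to 202 ± 107 CPM (4.14 ± 0.37), and the growth factor gene *Igf2* from 9.33 ± 2.44 to 422 ± 237 CPM (5.51 ± 0.47, adjusted p = 3.3e-06). Reads of *Igf2os* (5.71 ± 0.45) could not be separated from those of *Igf2*. *Meis1* (5.34 ± 0.36) and *Foxq1* (4.72 ± 0.36) were among the 6 largest rises.

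Of the collagens of the basement membrane, *Col4a1* rose at Day2 from 38.3 to 488 CPM (log2 3.67 ± 0.24) and *Col4a2* by 4.07 ± 0.27, within an extracellular matrix list of which 4 of 22 rose (4 adjusted over the list alone, camera adjusted p = 0.027, 0.82 with an estimated correlation). Of 18 visceral endoderm genes 5 rose, including the endocytic receptor *Cubn* (3.54 ± 0.20) and the transcription factor *Hnf4a* (2.26 ± 0.32), and the list was not called (0.072). Genes of the integrated stress response were lower: 6 of 19 fell, 0 rose and 13 were not called (6 adjusted over the list alone, adjusted p = 2e-06, 0.54 with an estimated correlation). *Psat1*, an enzyme of serine synthesis, fell from 362 to 150 CPM (−1.27 ± 0.12), *Nupr1* fell by 2.19 and *Vldlr* by 3.14 ± 0.50. The nodal antagonist *Lefty1* fell from 685 to 82.1 CPM (−3.06 ± 0.72, adjusted p = 0.0097). Its call ended without WT replicate 1 (adjusted p = 0.051), DP replicate 1 (0.067) or DP replicate 2 (0.10). Targets of p53 (4 of 20 higher, adjusted p = 4.4e-05), FGF and ERK targets (2 higher, 1 lower of 17, adjusted p = 0.018), 2-cell-like genes (1 of 12 higher, adjusted p = 0.00044) and hypoxia genes (1 of 22 lower, adjusted p = 0.012) were also called, with adjusted p = 0.65, 0.56, 0.60 and 0.72 with an estimated correlation. Of the p53 targets, *Mdm2* and *Btg2* fell below the fold threshold without DP replicate 2 (0.97 and 0.89). EMT and mesenchyme genes (6 of 20 higher) and BMP and TGF-beta targets (6 higher, 2 lower of 18) were not called as lists. The epithelial list had a median of −0.45 but a mean of 0.17. Of the 91 genes named at Day2, 54 were called whichever library was left out.

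At Day4, in early embryoid bodies, the fixed list with the smallest camera adjusted p was that of the visceral endoderm, the extraembryonic layer that feeds the early embryo. Of its 18 tested genes 13 rose, 0 fell and 5 were not called (14 adjusted over the list alone), with a median log2 of 4.94 (camera adjusted p = 8e-24, and 0.00039 with an estimated correlation). *Cubn* rose from 4.22 ± 1.78 to 416 ± 17.5 CPM (6.61 ± 0.21, adjusted p = 7.7e-11), *Hnf4a* from 0.736 to 31.1 CPM (5.38 ± 0.28, 2.2e-08), *Afp* from 0.18 to 12.6 CPM (6.09 ± 0.33) and *Hnf1b* by 6.43. *Apoa4* had 2 counts in WT and 325 in DP (0.0571 and 9.04 CPM). Further rises were *Klb*, a coreceptor of endocrine FGFs with 0 counts in WT and 251 in DP, at least 78.1-fold higher, *S100g* (0.0594 to 12.5 CPM), *Muc13* (0.0856 to 12.3 CPM) and *Nxf7* (6.47 ± 0.39). *Gata4* rose from 2.19 to 52.7 CPM (4.58 ± 0.28), *Sox7* by 5.11, *Sox17* by 3.81 and *Spink1* by 5.47. Definitive and gut endoderm genes, of which *Sox7*, *Sox17* and *Spink1* are also expressed in extraembryonic endoderm, were called up with 5 higher and 2 lower of 15 (7 and 3 adjusted over the list alone, adjusted p = 0.011, 0.34 with an estimated correlation). *Col4a1* rose from 74.7 to 641 CPM (3.10) and *Col4a2* by 3.73, and 6 of 22 extracellular matrix genes rose (8 higher and 1 lower adjusted over the list alone, adjusted p = 0.00042, 0.35 with an estimated correlation).

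Primitive streak and early mesoderm genes were lower at Day4, and this rested on 1 WT library. Of 19 tested genes 6 fell and 1 rose (10 and 1 adjusted over the list alone, camera adjusted p = 0.021, 0.75 with an estimated correlation). *Fgf8* fell from 73.7 ± 42.9 to 12.6 CPM (log2 −2.55 ± 0.36, adjusted p = 0.00036) and was called whichever library was left out. *Mixl1* went from 52.2 ± 62.5 to 4.28 ± 0.456 CPM (−3.60 ± 0.91, 0.023), *Eomes* from 328 ± 271 to 48.9 ± 0.399 CPM (−2.74 ± 0.56, 0.0065) and *Gsc* by −2.79 ± 0.66. The mean log2 CPM of the list was 4.13 in WT replicate 1 and 2.40 in WT replicate 2, against 2.28 in DP. Without WT replicate 1, *Mixl1* (−0.90, adjusted p = 0.61), *Eomes* (−1.48, 0.14) and *Gsc* (−1.05, 0.39) were not called. Without DP replicate 1 or 2 their calls ended too, with adjusted p of 0.18 and 0.15 for *Mixl1*, 0.074 and 0.067 for *Eomes* and 0.15 and 0.082 for *Gsc*. Formative and primed genes were called down (3 of 15 lower, median −0.62, adjusted p = 0.00071, 0.34 with an estimated correlation). Trophoblast genes were up (4 of 14, 7 adjusted over the list alone, adjusted p = 0.00021, 0.34 with an estimated correlation), among them *Gata3*, *Krt7*, *Plac1* and *Plet1*. Of 12 2-cell-like genes 9 rose (9 adjusted over the list alone, adjusted p = 2.1e-07, 0.34 with an estimated correlation, median 3.28, 3.21 at the bound), but these belong to families of similar sequence, and *Gm4340* (3.37 ± 0.63) lost its call without WT replicate 1 (3.13, 0.071). Germline genes (1 of 19 higher, 0 adjusted over the list alone, adjusted p = 0.039) and p53 targets (0 of 20, adjusted p = 0.026) were shifted up, each with adjusted p = 0.75 with an estimated correlation. Members of NuRD, CoREST and PRTH (1 of 32 higher, *Pwwp2b*, adjusted p = 0.021) and cell cycle genes (0 of 21, adjusted p = 0.00067) were shifted down, with medians of −0.15 and −0.12 and adjusted p = 0.34 with an estimated correlation. Of the 80 genes named, 33 were called whichever library was left out, and 42 lost their call without WT replicate 1.

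At Day6, in later embryoid bodies, visceral endoderm and pluripotency lists were higher in DP, and lists of blood, mesenchyme and cardiac transcription factors were lower. The primitive streak and early mesoderm list was not called (1 higher, 1 lower of 19, median 0.55, adjusted p = 0.059), nor were smooth muscle (0 higher, 1 lower of 14, median 0.19 but mean −0.11, 0.69) and skeletal muscle genes (0 higher, 2 lower of 8, 0.26). Of 18 visceral endoderm genes 14 rose, 0 fell and 4 were not called (15 adjusted over the list alone, median log2 2.29, camera adjusted p = 2.2e-18, 0.00029 with an estimated correlation). *Cubn* rose from 3.24 to 293 ± 6.66 CPM (6.50 ± 0.22, adjusted p = 1.2e-10), *Amn*, its partner in protein uptake, from 0.964 to 71.8 CPM (6.21 ± 0.37) and *Afp* from 3.89 to 168 ± 27.6 CPM (5.43 ± 0.20). Naive pluripotency genes rose in 12 of 16 and general ones in 10 of 15 (13 and 11 adjusted over the list alone, adjusted p = 2.5e-07 and 5.3e-05, 0.28 and 0.26 with an estimated correlation). *Fgf4* rose from 7.08 ± 6.05 to 86.1 ± 38.3 CPM (3.60 ± 0.54, 0.00043), *Nr0b1* by 3.21 and *L1td1* by 2.14. The mean log2 CPM of the naive list was 3.14 in WT replicate 1 and 4.70 in WT replicate 2, against 5.94 in DP. *Klf4* lost its call without DP replicate 2 (1.04, adjusted p = 0.063). Of 15 formative and primed genes 6 rose (0.00047, 0.26 with an estimated correlation), including *Dnmt3l* (3.37) and *Foxd3* (2.32). Epithelial genes rose in 6 of 21 (4.9e-06, 0.18 with an estimated correlation), *Cdh1*, the epithelial cadherin, from 325 to 658 CPM (1.02 ± 0.12), which fell under the fold threshold without WT replicate 1 (0.94) or DP replicate 2 (0.98).

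At Day6, of 23 tested genes of blood and endothelium 17 fell, 0 rose and 6 were not called (18 adjusted over the list alone, median log2 −3.08, −2.13 at the bound, camera adjusted p = 2.2e-14, 0.13 with an estimated correlation). The embryonic globin *Hbb-bh1* fell from 567 ± 74.7 to 10.8 ± 12.6 CPM (−5.70 ± 0.68, adjusted p = 0.00024), and the erythroid and endothelial transcription factors *Klf1* (−4.93 ± 0.41), *Tal1* (−4.44 ± 0.45) and *Gata1* (−4.21 ± 0.41) fell. EMT and mesenchyme genes fell in 13 of 20 and rose in 1 (14 and 1 adjusted over the list alone, median −1.48, adjusted p = 8.9e-11, 0.16 with an estimated correlation). *Snai2* fell by 3.34 ± 0.38, *Twist2* by 2.76 and *Vim* from 575 to 197 CPM (−1.55 ± 0.23). HOX genes fell in 15 of 26 (17 adjusted over the list alone, adjusted p = 1.3e-08, 0.14 with an estimated correlation), *Hoxb5* from 12.2 to 0.237 CPM. Cardiac transcription factors fell in 10 of 20 (10 adjusted over the list alone, adjusted p = 5.3e-06, 0.18 with an estimated correlation), *Hand1* from 517 to 87.5 CPM (−2.56 ± 0.33) and *Tbx20* by 1.77, although *Hand1* had been higher in DP at Day2. Of 25 sarcomere genes 8 fell and 1 rose (9 and 1 adjusted over the list alone, adjusted p = 0.027, 0.59 with an estimated correlation), with *Des* (−1.97) and *Tnnt2* (−3.50 ± 0.54) among those that fell. The mean log2 CPM of this list was 1.26 in WT replicate 1 and 2.78 in WT replicate 2, against 1.31 and 1.40 in DP, so its shift rested on WT replicate 2. The fibrillar collagen *Col1a1* fell from 250 to 23 CPM (−3.44 ± 0.30) while *Col4a2* rose by 1.54, in a matrix list of 22 with 9 lower and 3 higher (11 and 4 adjusted over the list alone, adjusted p = 0.0082, 0.47 with an estimated correlation). Imprinted genes fell in 5 of 25 (9.4e-07, 0.18 with an estimated correlation), *H19* from 718 to 40.2 CPM (−4.16 ± 0.35) and *Dlk1* by 2.44, and *Igf2* (−1.82) lost its call without DP replicate 2 (−1.61, 0.071).

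At Day6, 8 further lists were called. Trophoblast (7 of 14 higher, 8 adjusted over the list alone, camera adjusted p = 0.0071), germline (8 of 19, 11 adjusted over the list alone, adjusted p = 0.00046) and neural (3 of 19, adjusted p = 0.027) genes were up, each with adjusted p = 0.40 with an estimated correlation. Neuronal targets of the repressor REST and its corepressor CoREST rose in 5 of 21 and fell in 1 (0.0066, 0.18 with an estimated correlation). *Syt4* stood at log2 2.90 and *Chga* at 1.74. Of 12 2-cell-like genes 2 rose (0.0071, 0.47 with an estimated correlation, median 4.76, 2.02 at the bound). NuRD, CoREST and PRTH members were shifted down with 0 of 32 called (median −0.19, adjusted p = 0.026, 0.30 with an estimated correlation), and 3 of 22 hypoxia genes fell (0.016, 0.47 with an estimated correlation). The integrated stress response was up (3 of 19, adjusted p = 0.03, 0.54 with an estimated correlation), the opposite direction to Day2, with *Nupr1* at 3.58. Of the 102 genes named at Day6, 60 were called whichever library was left out. The calls of 34 ended without WT replicate 1 and those of 35 without DP replicate 2.

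At Day7.5 the question was how far DP cells had formed cardiomyocytes. Of 25 sarcomere genes 21 fell, 0 rose and 4 were not called (22 adjusted over the list alone), with a median log2 of −2.88 (camera adjusted p = 5e-26, 0.066 with an estimated correlation). The ventricular myosin light chain *Myl2* fell from 63.3 ± 18.4 to 1.2 ± 0.878 CPM (−5.68 ± 0.57, adjusted p = 2.8e-05), the Z-disc protein *Actn2* from 56.4 ± 11.3 to 5.4 ± 1.22 CPM (−3.39 ± 0.28, 1e-05), *Myom1* by 4.05 and *Des* from 113 to 20.3 CPM (−2.47). The list stood at a mean log2 CPM of 6.65 in WT and 3.89 in DP, and at 2.02 in WT at Day6. Of 21 genes of calcium handling and ion channels 15 fell and 1 rose (16 and 1 adjusted over the list alone, adjusted p = 3.5e-11, 0.066 with an estimated correlation). The sodium-calcium exchanger *Slc8a1* fell from 252 to 13.5 CPM (−4.21 ± 0.36), *Gja5* by 4.90 ± 0.42, *Hrc* by 3.37 and the potassium channel *Kcnh2* by 1.40. Cardiac transcription factors fell in 8 of 20 (9 adjusted over the list alone, adjusted p = 4.7e-07, 0.11 with an estimated correlation), with *Smyd1* at −2.57. Smooth muscle genes fell in 3 of 14 (0.02, 0.26 with an estimated correlation). Blood and endothelium genes fell in 17 of 23 and rose in 1 (17 and 1 adjusted over the list alone, median −1.76, adjusted p = 1.8e-15, 0.066 with an estimated correlation), with *Tie1* at −2.81, *Cdh5* at −2.46 and *Hba-a1* at −3.13. The lymphatic and endothelial receptor genes *Lyve1* (−5.33 ± 0.76) and *Clec14a* (−5.32 ± 0.53) and the muscle gene *Fsd2* (−5.54 ± 0.63) were among the 6 largest falls.

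At Day7.5 extracellular matrix genes fell in 12 of 22 (12 adjusted over the list alone, camera adjusted p = 8.5e-11, 0.079 with an estimated correlation), *Col3a1* from 897 to 84.5 CPM (log2 −3.41 ± 0.28) and *Postn* from 561 to 54.9 CPM (−3.35). EMT and mesenchyme genes fell in 2 of 20 (median −0.48, adjusted p = 0.0027, 0.31 with an estimated correlation). HOX genes fell in 5 of 26 and rose in 1 (8 and 1 adjusted over the list alone, adjusted p = 0.0033, 0.26 with an estimated correlation), *Hoxc8* by 2.32. Imprinted genes fell in 7 of 25 and rose in 1 (7 and 1 adjusted over the list alone, adjusted p = 1.1e-05, 0.20 with an estimated correlation). The noncoding *H19* fell from 1220 ± 63.1 to 23.9 ± 5.49 CPM (−5.67 ± 0.38, adjusted p = 9.3e-07). Hypoxia genes fell in 2 of 22 (0.00081, 0.26 with an estimated correlation).

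Many pluripotency and streak genes were higher at Day7.5. Naive and general pluripotency genes had unequal levels in the DP libraries. Naive genes rose in 13 of 16, general in 11 of 15 and formative and primed in 11 of 15 (14, 12 and 11 adjusted over the list alone, camera adjusted p = 4.2e-05, 1.4e-06 and 2e-05, and in that order 0.26, 0.15 and 0.15 with an estimated correlation). *Nanog* rose from 4.01 ± 0.979 to 78.3 ± 68 CPM (log2 4.28 ± 0.70, adjusted p = 0.00088), *Pou5f1* from 13.2 ± 1.38 to 261 ± 144 CPM (4.31 ± 0.53, 0.00012) and *Dnmt3l* from 1.59 to 76.3 ± 66.1 CPM (5.58 ± 0.86). The mean log2 CPM of the naive list was 3.95 in DP replicate 1 and 5.38 in DP replicate 2, against 2.33 in WT, and 5 naive genes were called without DP replicate 2. *Ooep* (5.91 ± 1.13) lost its call without that library (3.77, adjusted p = 0.053). Sarcomere genes fell in 19 of 25 without the same library. Of 19 streak genes 11 rose (12 adjusted over the list alone, adjusted p = 2.2e-05, 0.26 with an estimated correlation), *Eomes* from 10.2 to 97.1 CPM (3.25 ± 0.60) and *Mesp1* by 4.64. Neural genes rose in 10 of 19 and fell in 2 (11 and 2 adjusted over the list alone, adjusted p = 0.0069, 0.26 with an estimated correlation), and targets of REST and CoREST rose in 9 of 21 and fell in 1 (11 and 1 adjusted over the list alone, adjusted p = 0.00053, 0.079 with an estimated correlation). *Tubb3*, a neuronal tubulin, rose by 2.34 ± 0.31, *Elavl3* by 3.89, *Stmn3* by 4.43 and *Chga* by 1.51. Visceral endoderm genes rose in 8 of 18 and fell in 1 (8 and 1 adjusted over the list alone, adjusted p = 1.1e-05, 0.066 with an estimated correlation), with *Cubn* at 4.03 ± 0.19 and *Rbp4* at −1.40.

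Other lists at Day7.5 were trophoblast (7 of 14 higher, 8 adjusted over the list alone, camera adjusted p = 0.00075, 0.23 with an estimated correlation) with *Rhox6* at log2 5.15, germline (7 of 19 higher, 10 adjusted over the list alone, adjusted p = 0.0069, 0.39 with an estimated correlation) and epithelial genes (1 of 21 higher, adjusted p = 0.0011, 0.23 with an estimated correlation). The integrated stress response (4 of 19 higher, adjusted p = 5.5e-05, 0.23 with an estimated correlation), the cell cycle (1 of 21 higher, adjusted p = 0.00094, 0.20 with an estimated correlation) and WNT targets (2 of 15 higher, 6 adjusted over the list alone, adjusted p = 0.015, 0.31 with an estimated correlation) were up. Neural crest genes (6 higher, 2 lower of 19, adjusted p = 0.32), definitive and gut endoderm (1 and 1 of 15, adjusted p = 0.36), skeletal muscle (1 and 1 of 8, adjusted p = 0.27), 2-cell-like genes (2 higher of 12, adjusted p = 0.11), NuRD, CoREST and PRTH members (0 of 32, adjusted p = 0.82), p53 targets (0 of 20, adjusted p = 0.81), BMP and TGF-beta targets (3 and 1 of 18, adjusted p = 0.15), FGF and ERK targets (1 higher of 17, adjusted p = 0.32) and replication-dependent histones (0 of 21, adjusted p = 0.32) were not called. The histone list was not called at any day. Of the 103 genes named at Day7.5, 72 were called whichever library was left out. The calls of 28 ended without DP replicate 2, 26 without WT replicate 2, 22 without WT replicate 1 and 4 without DP replicate 1.

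**Figure D3:**
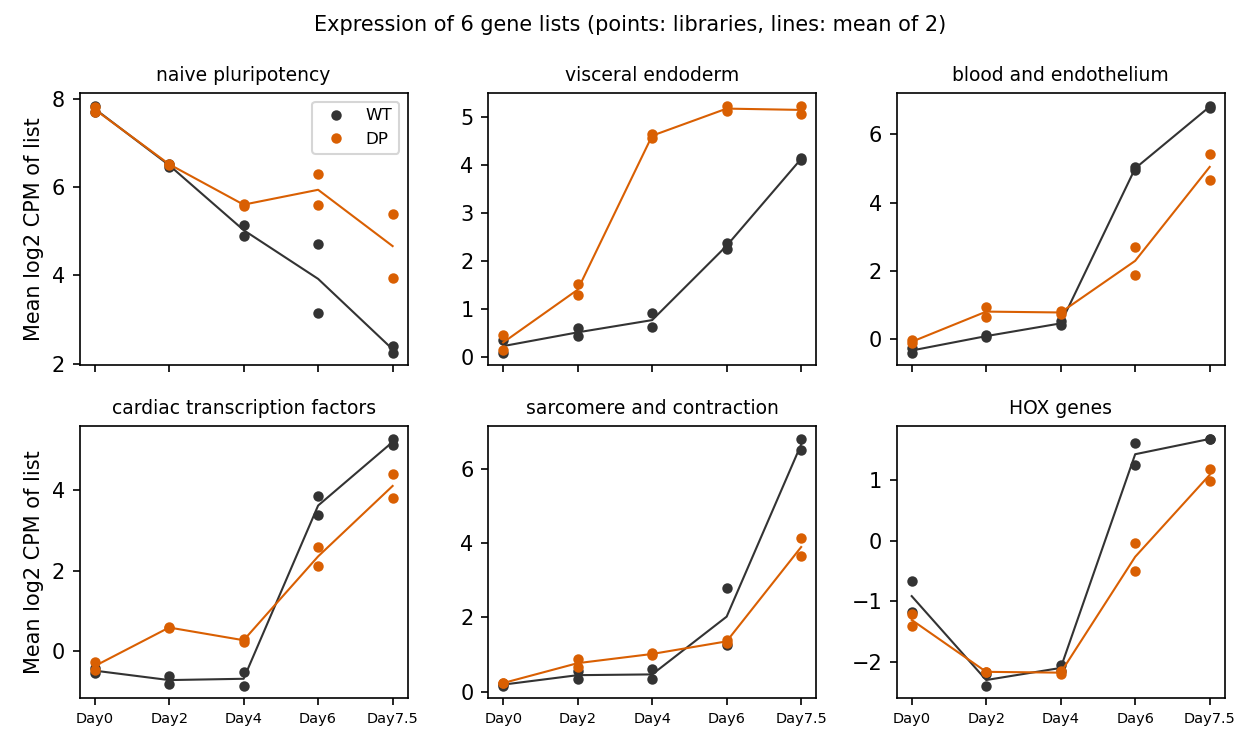
Mean log2 CPM (y axes) of 6 fixed gene lists per library at each day (x axes), with WT in black and *Hmg20a* DP in orange, points for libraries and lines through the mean of 2. The visceral endoderm list stood at 0.77 in WT and 4.61 in DP at Day4, and the sarcomere list at 6.65 in WT and 3.89 in DP at Day7.5.

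The study measured *Tbx5*, *Mef2c* and *Acta2* by RT-qPCR in WT cells and several DP clones to follow up its sequencing. Whether they were picked from these libraries is not stated, so their direction is not taken as independent evidence. The transcription factor *Mef2c* was lower in DP at Day6 (25.6 to 4.11 CPM, log2 −2.63 ± 0.39, adjusted p = 0.00043) and Day7.5 (102 ± 2.6 to 26.1 ± 16 CPM, −1.96 ± 0.35, 0.0017), and was not called at Day2 (2.12 ± 0.77, 0.072) or Day4 (−1.28 ± 0.61, 0.22). *Tbx5* had 0 counts in both genotypes at Day2 and Day4 and was lower at Day6 (4.24 to 0.537 CPM, −2.97 ± 0.54, 0.0034) and Day7.5 (13.8 to 3.06 CPM, −2.15 ± 0.44, 0.0068). The Day7.5 call of *Tbx5* ended without WT replicate 2 (−1.94, 0.063) or DP replicate 2 (−1.66, 0.061). *Acta2*, smooth muscle actin, which early cardiomyocytes also express, was higher in DP at Day4 (1.43 ± 0.17, 7.9e-05) and lower at Day6 (−1.27 ± 0.17) and Day7.5 (1050.8 ± 58.2 to 442 ± 60.0 CPM, −1.25 ± 0.15, 9.5e-05). At Day2 *Acta2* was called higher in DP (3.81, 0.0063) on 1 count in WT and 19 in DP. The Day2 call ended without DP replicate 2 (3.32) or WT replicate 2 (3.05).

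The steps of DP cells were set beside those of WT cells. In DP, 2091 genes rose and 1670 fell from Day0 to Day2, 1453 and 1059 from Day2 to Day4, 825 and 386 from Day4 to Day6, and 783 and 119 from Day6 to Day7.5. Of the genes that rose in WT, 59.4%, 58.3%, 33.0% and 28.1% also rose in DP in these steps. Of those that fell in WT, 63.3%, 39.5%, 20.8% and 10% also fell in DP. Leaving out single libraries moved the DP counts over 1.5 times in 3 steps. The Day4 step had 1615 calls without DP replicate 1 of Day2. The Day6 step had 573 and 600 without DP replicate 1 or 2 of Day4 and 566 without replicate 1 of Day6. The last step had 370 without DP replicate 2 of Day6, 485 without replicate 1 of Day7.5 and 1476 without replicate 2 of Day7.5. The stage position of DP at the end of each step was 0.88 ± 0.00128 of the way at Day2, 0.82 ± 0.0008 at Day4, 0.63 ± 0.10 at Day6 and 0.29 ± 0.14 at Day7.5 (SD between DP libraries, n = 2, no test). The roles given to the WT replicates moved the position far more than these SDs at Day2 and Day4. When the axis came from replicate 1, the start and end came from replicate 2, and the reverse. The effects of axis and start therefore cannot be told apart. Single estimates ran from 0.870 to 0.892 at Day2 and from 0.798 to 0.846 at Day4. At Day7.5 these roles also moved it more. The DP libraries stood at 0.495 and 0.387 with the axis from WT replicate 1, and at 0.282 and 0.00415 from replicate 2. In the last step, 500 rising genes put DP at 0.548 and 500 falling genes at −0.389, but the latter turned on the roles of the WT replicates. With the axis from WT replicate 1 and the start from replicate 2, the falling genes put the DP libraries at 0.244 and 0.0193, after WT Day6. With the reverse they put them at −0.559 and −1.26, before it.

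Principal component 1 held 74.3% of the variance and followed the days. WT libraries stood on average at −67.2, −49.9, −17.0, 61.9 and 88.5, and DP libraries at −64.3, −38.8, −7.78, 31.6 and 63.0. The DP libraries of Day7.5 stood at 71.4 and 54.7, on either side of the WT libraries of Day6 (63.8 and 59.9). On this component alone DP lay further along than WT up to Day4 and less far from Day6, while the stage positions of 0.88 and 0.82 put DP short of WT at Day2 and Day4. Over genes, the nearest WT day to DP was the same day at Day0 to Day6 (root mean square log2 difference 0.853, 1.49, 1.85 and 2.32) and WT Day6 for DP at Day7.5 (1.60).

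**Figure D4:**
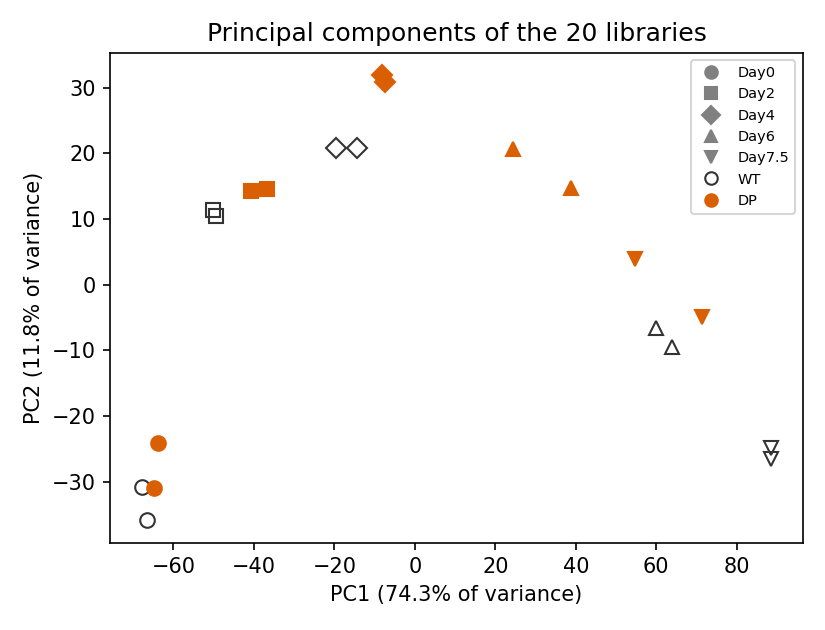
Principal components 1 (74.3% of the variance, x axis) and 2 (11.8%, y axis) of the 20 libraries, with open symbols for WT, orange symbols for *Hmg20a* DP and 1 symbol shape per day. DP libraries of Day7.5 averaged 63.0 on component 1 and WT Day6 61.9, but the DP libraries stood apart, at 71.4 and 54.7.

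DP cells at Day7.5 were compared with WT cells at Day6, since the study describes them as alike. There were 1186 genes called, 1079 higher and 107 lower in DP. The count was 506 without WT replicate 1 of Day6. Of 18 visceral endoderm genes 13 were higher (adjusted p = 0.00038 with an estimated correlation), as were 11 of 14 smooth muscle genes (0.0084) and 18 of 25 sarcomere genes (0.11), while 5 of 26 HOX genes were lower. Of the 995 genes higher in DP than in WT at Day7.5, 321 were also higher than in WT at Day6. Of the 909 lower ones, 113 were higher than in WT at Day6 and 32 lower. DP at Day6 against WT at Day4 gave 2433 calls, 1841 higher and 592 lower.

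The WT genes of the last step were looked up in the DP against WT comparison of Day7.5, which shares the WT Day7.5 libraries with that step. Of 1771 genes that rose in WT, 736 were lower in DP (41.6%), against 96.7 for independent lists. Of 580 that fell, 374 were higher in DP (64.5%), against 34.7. Simulations with no effect gave 0 in both cases, but they call almost no gene in DP against WT (mean 0.05), so this is no chance value for the overlap. Over all genes, which are not independent replicates, the fold changes correlated at −0.67 (−0.17 simulated with no effect), with a covariance of −1.00045 (−0.114 simulated). With 1 WT Day7.5 replicate used for the step and the other for DP against WT, so that no library was shared, the correlation of log2 CPM differences was −0.65 and −0.63 and the covariance −0.604 and −0.589. On this scale, which damps low counts, they were −0.70 and −0.631 with both libraries shared. Most of the correlation on this scale thus remained with no shared library. How much of the excess in the gene counts came from the shared libraries was not computed.

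Days do not share libraries, so the overlap of their calls was set beside that of independent lists. All days did share 1 fit, with the same estimate of the spread for each gene and the same filter. The number for independent lists is therefore not a full chance value. At Day6 and Day7.5, 553 genes were higher at both (72.0 for independent lists) and 247 lower at both (31.3). At Day4 and Day6, 286 were higher (49.5) and 21 lower (3.86), and at Day2 and Day4, 257 and 33 (31.9 and 3.10). At Day0 and Day2, 29 and 11 overlapped (4.88 and 0.914). Without *Hmg20a* and the 65 tested genes within a lowered run on chromosome 9, the shared lower genes were 8 at Day4 and Day6 (2.99), 21 at Day2 and Day4 (2.41), 5 at Day0 and Day2 (0.482) and 233 at Day6 and Day7.5 (29.5), a count chosen after the data were seen. At Day2 and Day7.5, 105 genes were higher at both (46.3) and 34 lower at both (25.2), while 80 went from higher to lower and 60 from lower to higher. At Day2 and Day6, 170 were higher (56.0) and 41 lower (15.9) at both, and 57 and 54 changed direction. Without *Hmg20a* and the genes of that run, the shared lower genes were 26 at Day2 and Day7.5 (23.8) and 31 at Day2 and Day6 (14.8). The count for Day2 and Day7.5 was then close to that of independent lists. For the changes of direction no number for independent lists was computed. The genotype effect averaged over days was called for 1036 genes, 940 higher and 96 lower in DP. Of 18 visceral endoderm genes 10 were higher (adjusted p = 0.00085 with an estimated correlation), as were 7 of 14 trophoblast genes (0.085). Called alike at all 5 days were *Hmg20a*, *Tspan3*, *Tmprss11f* and *Usp26*. *Tspan3* lies on chromosome 9 (55983692 to 56008877), in the run of lowered genes described next, and was lower by a mean log2 of −1.17 ± 0.06 (adjusted p = 9.1e-09). *Usp26*, a ubiquitin protease gene on the X chromosome (49107136 to 49154410), was higher with 0.372, 4.41, 3.51, 0.0584 and 0.0287 CPM in WT and 4.96, 17.9, 17.6, 4.87 and 1.00 CPM in DP. *Tmprss11f* on chromosome 5 was higher with few reads, 2 against 23 at Day0, 3 against 41 at Day4, 0 against 17 at Day6 and 0 against 8 at Day7.5.

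The interaction of genotype with each step asked which genotype differences themselves changed between neighbouring days. From Day0 to Day2, 539 genes were called. The class I histocompatibility gene *H2-K1* (log2 −2.61 ± 0.19, adjusted p = 7.2e-06) went from 8.33 to 104 CPM in WT and from 16.5 to 33.6 CPM in DP, and *H2-Q4* behaved alike (−3.53 ± 0.26), while *Gata4* gained in DP (4.02 ± 0.41). From Day2 to Day4, 414 genes were called, with gains in DP for *Dpp4* (3.19 ± 0.22, 4.8e-06), *Cubn* (3.07 ± 0.28) and the protease *Lgmn* (2.65 ± 0.25). From Day4 to Day6, 570 were called, with *Sox7* (−5.40 ± 0.32, 5.6e-07) and *Gata4* (−4.35 ± 0.35) losing their difference as WT rose, *Gata4* from 2.19 to 171 CPM. From Day6 to Day7.5, 376 were called, including *Afp* (−4.58 ± 0.25, 1.9e-06), *Apob* (−3.73) and *Actn2* (−4.02 ± 0.42). The visceral endoderm list gained in DP between Day2 and Day4 (0.0099 with an estimated correlation) and lost between Day6 and Day7.5, with 11 genes lower (0.00012). WT levels of this list reached 2.31 and 4.12 in mean log2 CPM at Day6 and Day7.5, and DP levels 5.17 and 5.14. The interaction counts ran from 196 to 813, 154 to 324, 223 to 908 and 103 to 449 when single libraries were left out. The first was 813 without WT replicate 1 of Day0, 205 and 203 without WT replicate 1 or 2 of Day2, and 351 and 196 without DP replicate 1 or 2 of Day2. The second was 154 and 160 without WT replicate 1 or 2 of Day2, 253 and 166 without DP replicate 1 or 2 of Day2, 171 without WT replicate 1 of Day4, and 162 and 187 without DP replicate 1 or 2 of Day4. The next was 326 and 344 without WT replicate 1 or 2 of Day4, 236 and 251 without DP replicate 1 or 2 of Day4, 223 and 908 without WT replicate 1 or 2 of Day6, and 260 without DP replicate 2 of Day6. The last was 169 without WT replicate 1 of Day6, 103 without DP replicate 2 of Day6, and 112 and 124 without WT replicate 1 or 2 of Day7.5.

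Genes beside *Hmg20a* were examined by position. A run of 46 expressed genes on chromosome 9, from *Ncam1* to *Peak1* (mm9, 49310257 to 56265857, 6.96 Mb), ended next to *Hmg20a* and had a median log2 fold change of −0.94 averaged over days, 52.3% of WT. In it 42 genes had an average log2 fold change below 0 (91.3%), 41 of them with an adjusted p below 0.05, and 15 were called. The median was −0.98, −0.93, −0.94, −0.92 and −0.89 at the 5 days, and 0.03 and −0.01 in the 25 genes on either side. Its bounds were chosen after the values were seen, so genes at its edges are uncertain. Between its bounds lay 65 tested genes of any level. They held 14 of the 33 genes called lower at Day0 (42.4%) and 21 of the 112 at Day4. Without these 65 genes the counts of calls were 124, 1218, 774, 1756 and 1882. Among whole chromosomes, the median of chromosome 8 was −0.12 (adjusted p = 0.001 against random gene sets, the smallest these can give after adjustment), with −0.20, −0.23, −0.13, −0.08 and −0.04 at the 5 days. Chromosome 6 (0.09, adjusted p = 0.001), chromosome 7 (0.04, 0.0025) and chromosome 2 (−0.02, 0.0025) also passed. These p-values set genes against random genes as if all were independent, and they hold no spread between libraries. They therefore do not test whether a chromosome differs between the genotypes.

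**Figure D5:**
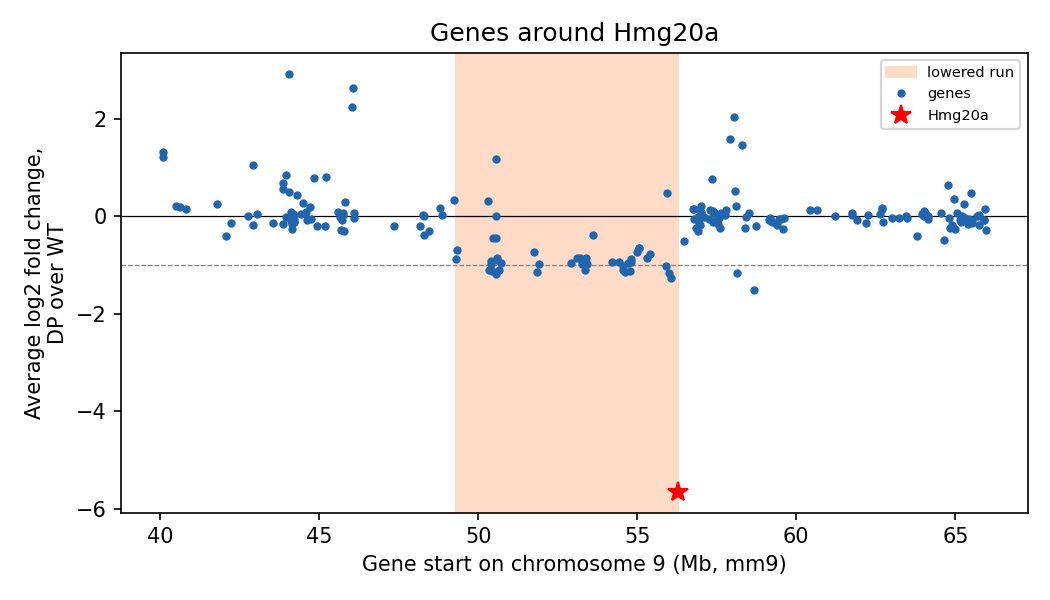
Average log2 fold change of DP over WT (y axis) for genes by start on chromosome 9 (mm9, Mb, x axis), with genes in blue, *Hmg20a* as a red star and the lowered run shaded. Genes of the shaded run had a median of −0.94, and the 25 genes on either side medians of 0.03 and −0.01.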

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

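In this part the tests of the chromosome 9 run and, for the visceral endoderm genes, the tests of delay and of a single DP library were chosen after the results were seen. The relabelling test and the test of scaling were written before their results. The genotype effect differed between neighbouring days, by a test of the difference itself, in 539 genes from Day0 to Day2, 414 from Day2 to Day4, 570 from Day4 to Day6 and 376 from Day6 to Day7.5, which is what marked these 4 counts. They moved widely when single libraries were left out, which also costs power, and no explanation was tested for the counts as such. For the genotype effect averaged over days, 1 of 50 relabellings within days, the real one, called as many genes (1036, highest other 542). This argues against chance for that count, but so few relabellings cannot exclude it. The relabelling excludes no difference of clone or culture.

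The visceral endoderm list was higher in DP at Day4 and Day6. The levels argue against a delay along the WT course, because the DP level at Day4 lay 0.483 log2 CPM above the highest WT level of any day. The bound was 2 SD of the most variable group (0.455), while the SD of the compared groups was 0.0592 in DP Day4 and 0.0377 in WT Day7.5, and at Day6 DP stood at 5.17 against 4.12 for that highest WT level. Scaling was tested with RLE factors, which left a median log2 of 4.93 at Day4. The TMM factors of that day were 0.971 and 0.954 in WT and 1.01 and 1.02 in DP. Other factors could hardly move so large a median, so this test decides little about scaling. A single DP library was tested by the lower DP library, which lay 3.65 above the higher WT library. A different mix of cells, a trait of this clone and an effect of *Hmg20a* loss remain open and were not tested.

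The run of lowered genes on chromosome 9 ended beside the edited gene. No shuffled gene order of 200 gave as low a window (0 of them), and the highest daily median was −0.89, which argues against chance and against the stage of differentiation. Loss of 1 of 2 gene copies predicts a log2 of −1, and the largest distance of a daily median from that was 0.111. The run may therefore be a deletion of 1 copy in this clone, a hypothesis from RNA alone, with no DNA analysed here. Its genes would then differ between the genotypes for a reason other than the loss of *Hmg20a*.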

How the results depend on the processing

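RLE factors and no low-count filter left every count of calls within 1.5 times, and the targeted gene stayed called under every alternative. The cause of the moves below was not tested, except where fewer libraries or another threshold make them by construction. DESeq2 gave 210 calls at Day0 and 627 and 583 for the interactions of Day4 and Day7.5. Fits to the 4 libraries of a day gave 1, 1074 and 1185 at Day0, Day6 and Day7.5. Adjusted p alone gave 2824, 1442, 3284 and 3661 from Day2 on, and an absolute log2 above 2 gave 45, 446, 388, 792 and 957. With an estimated correlation 0, 0, 1, 1 and 0 lists were called at the 5 days, and fry called 0 at Day0. The stage position at Day2 was 0.894 with 300 genes, 0.870 with 3000 and 0.849 above a log2 CPM of 3, and at Day4 0.802, 0.832 and 0.829. A block for the replicate number gave 212 calls at Day0 and 848, 696, 1025 and 676 for the interactions. The correlations of same-numbered replicates were 0.50, −0.003, −0.02, 0.22 and 0.04, not all above 0.1, so the numbers were not taken as pairs, and whether they mark shared cultures stays open. With the block, camera called 3 more lists, namely naive genes at Day4 (adjusted p = 0.0021), streak genes at Day6 (0.035) and 2-cell-like genes at Day7.5 (0.042), and 1 fewer, gut endoderm at Day4 (0.068). Leaving out 1 library gave 63 to 319, 622 to 809, 341 to 551, 725 to 1973 and 744 to 2536 calls at the 5 days. WT steps gave 3587 to 4281, 2479 to 2803, 2631 to 3554 and 1661 to 1939, and DP steps 2826 to 3914, 1615 to 2077, 566 to 1088 and 370 to 1476. Interactions gave 196 to 813, 154 to 324, 223 to 908 and 103 to 449. DP at Day7.5 against WT at Day6 gave 506 to 1498, DP at Day6 against WT at Day4 1887 to 1994, and the average effect 851 to 1162. Stage positions, over DP libraries only, were 0.879 to 0.881, 0.820 to 0.822, 0.561 to 0.696 and 0.196 to 0.388. *Hmg20a* ran from −5.79 to −5.25, −5.46 to −5.04, −5.97 to −5.89, −5.70 to −5.62 and −6.36 to −5.50. *Mef2c* at Day0, with 1 count per group, ran from −2.43 to 2.28 and reversed to 2.28 without WT replicate 1 and 0.55 without DP replicate 1. In this leave-one-out setting 438 values of named genes lost their call.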

Other observations

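In this part the test of a uniform delay was chosen after the result was seen, and the test of a divergent library before. Sarcomere genes were lower and pluripotency genes higher in DP at Day7.5. A uniform delay would put rising and falling genes at the same position between WT Day6 and WT Day7.5. The falling genes lay −0.938 positions from the rising ones on average, but the smallest gap was −0.318 against a spread of 0.328. By these positions a uniform delay and an uneven one cannot be told apart with 2 libraries. The sarcomere list did lie between these WT days in mean log2 CPM, at 3.89 in DP against 2.02 and 6.65. The visceral endoderm list lay above both, at 5.23 and 5.06 in the DP libraries against 2.31 and 4.12. For the visceral endoderm list these levels argue against a position between the WT days. Without either DP library the sarcomere median stayed at −2.71 or lower, which argues against a single divergent DP library for these genes. The naive genes depended on it more, with a median of 3.45 and 14 called without DP replicate 1, and 1.63 and 5 called without DP replicate 2, so how far they rose stays open. A different mix of cells in the embryoid bodies could give the same pattern and was not tested.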
